A study of Homo sapiens with 12 samples. Its data were reported in "Discovery and Prediction Study of the Dominant Pharmacological Action Organ of Aconitum carmichaeli Debeaux Using Multiple Bioinformatic Analyses" (2024).

How the data were processed

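RNA was sequenced from SW1783 cells, a human astrocytoma line, in 4 groups of 3 libraries. The vehicle group received PBS with 2% DMSO, and the low, medium and high dose groups received a water extract of Aconitum carmichaeli Debeaux root (ACD) at 20, 100 and 500 µg/mL for 24 h. The study's methods describe the stock of the extract as made up in the same solvent as the vehicle, while the diluent for the lower doses is not stated. Groups and replicate numbers were taken from the sample labels. The treatment protocol in those labels describes another herb, Poria cocos, whereas the sample titles, the treatment labels and the study name ACD. The groups follow the titles and treatment labels, and which extract the cells received rests on them. Each column of the deposited table was matched to its library through a code given in that library's description, and 0 columns were left over.

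The authors made strand-specific mRNA libraries from total RNA, sequenced them as paired ends, checked the reads with FastQC, trimmed adapters with Trim Galore, aligned with STAR to GRCh38 and counted with RSEM on an Ensembl annotation of that build. Whether poly(A) selection was used, and whether RSEM was told the strand, is not stated in the labels or the methods. The deposited table holds RSEM expected counts per gene, which share reads that fit several genes among those genes and therefore need not be whole. Of its values, 8.75% were not whole. The expected counts were rounded to whole numbers here. The table lists 60675 Ensembl gene IDs with no filter on low genes; 29698 were at 0 in every library, and 30808 had a count after rounding.

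Gene symbols, coordinates and biotypes came from the GENCODE v44 annotation of GRCh38, which is a later annotation than the one the authors counted on. It held 56558 of the IDs (93.2%), which carried 99.9% of all counts. Coordinates are 1-based.

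Total counts per library lay between 18863863 and 24200576, with both extremes in dosed groups, and each library's total is given with the results. At this depth the median standard error of a log2 fold change at the high dose was 0.07 for genes with a mean normalised count of at least 100. Replicates were compared pairwise with a chi-square statistic over genes. It lay between 1.99 and 3.55 per degree of freedom, so every pair differed by more than counting noise and all 12 libraries were kept as separate replicates.

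Differential expression was tested in R 4.3.3 with the two-sided Wald test of DESeq2 1.42.0 on all 12 libraries with group as the sole term, after the test the authors name. A differentially expressed gene (DEG) had a Benjamini-Hochberg adjusted p under 0.05 and an absolute fold change over 1.5. No filter preceded the fit other than dropping genes at 0 throughout. DESeq2 leaves genes with low means out of the adjustment (independent filtering), and its tuning level was set to 0.05. That level was settled after counts at the tool's usual setting of 0.1 had been seen, and the counts at 0.1 are given with the alternatives. The filtering left genes with mean normalised counts under 1.72 at the high dose, 18.3 at the medium dose and 263 at the low dose without an adjusted p. A likelihood ratio test in DESeq2 asked which genes differed among the 4 groups. Normalised counts are counts divided by DESeq2 size factors, and are given as mean ± SD over n = 3 libraries.

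The study built a brain system network (BSN) of proteins and counted how many of its nodes were DEGs. The names of 1039 nodes, with a mark for hubs, were taken from the study's node list, which was not chosen on these samples; 1036 matched a gene ID. Enrichment was tested with two-sided Fisher's exact tests among genes with an adjusted p, and against 10000 random gene lists matched on mean expression. The study's gene set analysis used KEGG sets, which were not used here. In their place 14 gene lists written from general knowledge were tested with camera in limma 3.58.1 on voom values of genes kept by the edgeR filter, with an inter-gene correlation of 0.01, two-sided, and adjusted over 42 tests of list and dose. A list's median is taken over members with a mean normalised count of at least 10, and the largest change in a list was looked for among the same members; that minimum for the largest change was set after the values were seen.

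The genes named were chosen by rule: the 5 largest changes each way at the high dose and the 3 largest each way at the medium and low doses, among DEGs with a mean normalised count of at least 100 and no overlap between dose and vehicle libraries, the genes the study singled out from its docking and network results, and the largest change in each called list. Genes named outside that rule are marked. Exon overlap with genes on the opposite strand is given beside a named gene where it covers over 10% of its exon bases. Some of the genes that met it are not reported here. The tests, thresholds, gene lists, naming rule and most of the alternatives were chosen before the data were examined. Where groups share the vehicle libraries, 12 simulations were run to show what overlap or correlation the sharing alone gives. In each, all libraries were drawn at random, the vehicle libraries included, with the fitted dispersions. The low and medium dose libraries were drawn without a change, and the high dose libraries with the change seen in the data.

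Alternatives were TMM size factors, a minimum of 10 counts in 3 libraries, fitting the compared groups alone, the replicate number as a block, no fold threshold, a Wald test against the fold threshold, the quasi-likelihood test of edgeR 4.0.16, leaving out each library in turn, and for gene lists fry, camera with the correlation estimated per list, fgsea 1.28.0 and a minimum mean count of 50. Chosen after seeing the data were independent filtering at 0.1, size factors without mitochondrial genes, and removal of per-library trends on GC content and gene length. Of the genes tested, 98.1% had a GC content and length.

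The tests were first tested on simulated data of 16833 genes, of which 200 were changed. The changed genes had a mean of at least 50 counts and a 2-fold change either way, so smaller changes and lower genes were not covered. The DESeq2 Wald test recovered 97% of the changed genes with 0 false calls, and the edgeR test recovered 97.5% with 2 false calls. The likelihood ratio test recovered 98.5% with 28 false calls. Camera and fry each called the raised list, with 0 other calls among 42 tests of list and dose. Genes were drawn independently of each other, so this does not show how often co-regulated lists would be called falsely.

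The HT29 intestinal cells and the wortmannin control that the study describes were not analysed here. Protein docking and network walks were not repeated.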

Results

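Gene expression was measured by RNA sequencing in SW1783 human astrocytoma cells after 24 h with a water extract of Aconitum carmichaeli Debeaux root (ACD). The extract was given at 20, 100 and 500 µg/mL, called the low, medium and high dose, and the vehicle was PBS with 2% DMSO. The extract is named from the sample titles and treatment labels, since the treatment protocol given with the samples describes another herb. Each of the 4 groups had 3 libraries. The vehicle libraries held total counts of 19780241, 23025848 and 19514623, and the low dose libraries 21765360, 20308374 and 19758843. The medium dose libraries held 18863863, 23597743 and 23082279, and the high dose libraries 18959118, 24200576 and 23485334. In a principal component analysis of the 500 genes that varied most across these libraries, 88.1% of their variance fell on the first component. That share does not describe all genes. On that component the vehicle libraries lay between -12.9 and -12.7, the low dose libraries between -10.4 and -10.1, the medium dose libraries between 0.377 and 1.20 and the high dose libraries between 21.7 and 22.6.

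The first question was how many genes the extract changed at each dose. A likelihood ratio test in DESeq2 found that 8909 of 19453 tested genes (45.8%) differed among the 4 groups at an adjusted p under 0.05. The edgeR quasi-likelihood test moved that count most, to 10727 genes. At the high dose, 3546 of 19453 tested genes were DEGs against vehicle, with 1684 higher and 1862 lower. The alternatives that moved this count most were the adjusted p alone, without a fold threshold, which gave 9040 genes, and a Wald test against the fold threshold itself, which gave 1484. The medium dose had 537 DEGs among 14082 tested genes, of which 329 were higher and 208 lower. The low dose had 11 DEGs among 9304 tested genes, 9 higher and 2 lower. Genes with mean normalised counts under 263 had no adjusted p at the low dose, so changes in them were outside that count. The edgeR quasi-likelihood test called 3901 genes at the high dose, 809 at the medium dose and 30 at the low dose. The high dose differed from the medium dose in 1679 of 16467 tested genes, with 755 higher and 924 lower at the high dose.

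**Figure D1:**
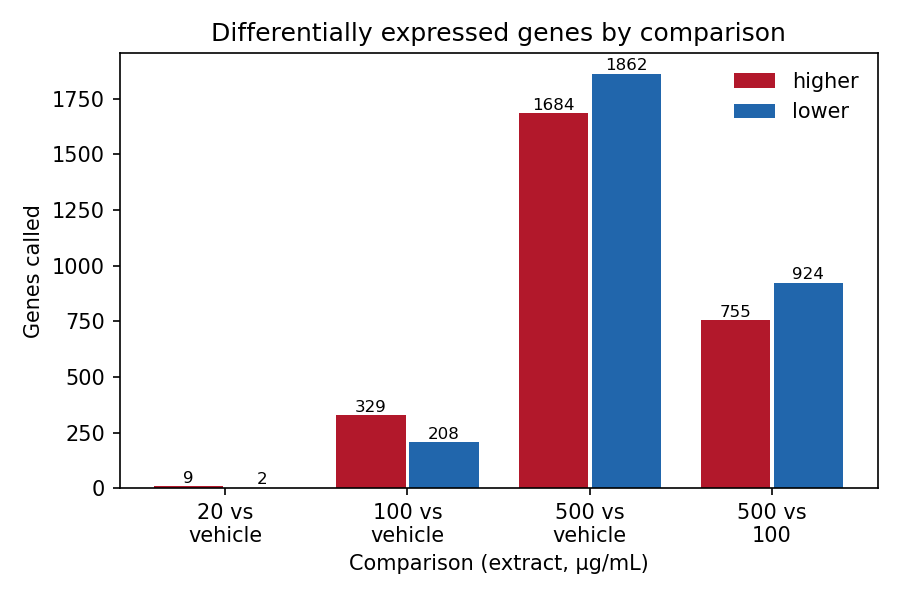
Number of differentially expressed genes (vertical axis) in each comparison (horizontal axis, extract in µg/mL), with bars for genes higher and lower in the first-named group. The counts rose from 11 genes at 20 µg/mL to 537 at 100 µg/mL and 3546 at 500 µg/mL.

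Among DEGs with a mean normalised count of at least 100 and no overlap between dosed and vehicle libraries, the largest rises at the high dose were in GDF15, KCP, NGFR, HKDC1 and ATF3, all protein-coding. GDF15 (ENSG00000130513, chromosome 19, 18374731 to 18389176, GRCh38) rose from 78.0 ± 12.6 normalised counts with vehicle to 8795 ± 242 (SD, n = 3). Its log2 fold change was 6.81 (SE 0.101), with a DESeq2 adjusted p too small for the software to represent. GDF15 also rose at the medium dose, to 1037 ± 61.1 (log2 fold change 3.73, SE 0.104, DESeq2 adjusted p 1.25e-276), and at the low dose, to 151 ± 7.56 (0.94, SE 0.122, adjusted p 4.79e-12). KCP (ENSG00000135253, chromosome 7, 128862042 to 128910719) rose from 9.69 ± 2.12 to 330 ± 27.3 normalised counts (log2 fold change 5.08, SE 0.313, DESeq2 adjusted p 7.41e-58). NGFR (ENSG00000064300, chromosome 17, 49495293 to 49515008) rose from 23.7 ± 1.56 to 663 ± 55.2 (4.81, SE 0.203, DESeq2 adjusted p 1.53e-121). HKDC1 (ENSG00000156510, chromosome 10, 69220332 to 69267552) rose from 42.6 ± 9.40 to 1142 ± 70.2 (4.73, SE 0.152, DESeq2 adjusted p 1.28e-210). ATF3 (ENSG00000162772, chromosome 1, 212565334 to 212620777) rose from 38.3 ± 2.09 to 1014 ± 45.9 (4.73, SE 0.165, DESeq2 adjusted p 8.32e-179). At the low dose HKDC1 (DESeq2 adjusted p 0.218) and ATF3 (DESeq2 adjusted p 0.598) did not differ from vehicle, and KCP and NGFR had no adjusted p. KCP and NGFR share 16.4% and 27.2% of their exon bases with genes on the opposite strand, and the use of strand in counting is not stated, so part of their counts is uncertain.

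Under the same limits, the largest falls at the high dose were in VAV3, RAB7B, CCN4, FAM13C and RASL11A, also protein-coding. VAV3 (ENSG00000134215, chromosome 1, 107571161 to 107965180) fell from 387 ± 30.9 to 29.1 ± 3.13 normalised counts, a log2 fold change of -3.74 (SE 0.187, DESeq2 adjusted p 2.43e-87). RAB7B (ENSG00000276600, chromosome 1, 205976740 to 206003461) fell from 663 ± 16.7 to 65.1 ± 5.38 (-3.35, SE 0.143, DESeq2 adjusted p 5.32e-120). CCN4 (ENSG00000104415, chromosome 8, 133191039 to 133231690) fell from 275 ± 22.8 to 28.0 ± 4.96 (-3.28, SE 0.196, DESeq2 adjusted p 2.78e-61). FAM13C (ENSG00000148541, chromosome 10, 59246130 to 59363181) fell from 165 ± 15.2 to 18.6 ± 6.0 (-3.18, SE 0.244, DESeq2 adjusted p 1.33e-37), and shares 24.9% of its exon bases with genes on the opposite strand, most of them with PHYHIPL. RASL11A (ENSG00000122035, chromosome 13, 27270830 to 27275192) fell from 202 ± 28.5 to 24.4 ± 1.64 (-3.05, SE 0.219, DESeq2 adjusted p 6.07e-43). All 5 were lower at the medium dose too, with log2 fold changes of -1.68 for VAV3, -1.14 for RAB7B, -0.91 for CCN4, -0.89 for FAM13C and -0.99 for RASL11A.

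**Figure D2:**
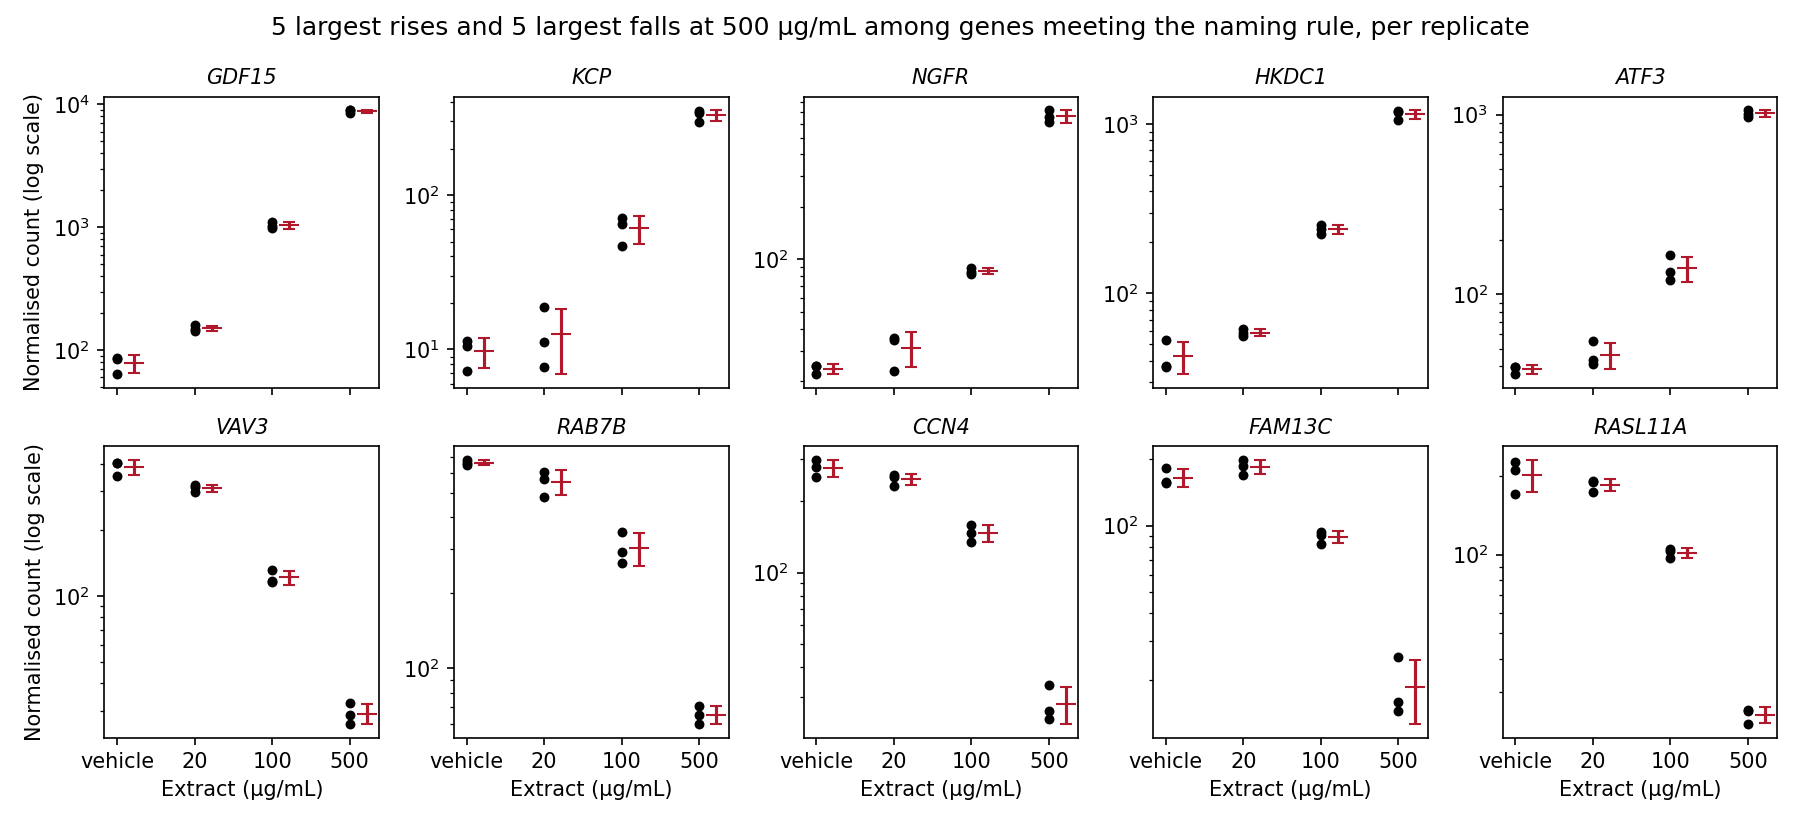
Normalised counts (vertical axis, log scale, a separate range per panel) of the 5 genes with the largest rises and the 5 with the largest falls at 500 µg/mL, among DEGs with a mean normalised count of at least 100 and no overlap with the vehicle libraries, by extract dose (horizontal axis, µg/mL). Black points are the 3 libraries of each group and red marks are mean ± SD; at the high dose every library lay outside the vehicle range, and the mean at the medium dose lay between those of vehicle and the high dose.

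At the medium dose, the largest rises under those limits were in MT-RNR1, GDF15 and ADM2. MT-RNR1 (ENSG00000211459, mitochondrial chromosome M, 648 to 1601), which encodes the small mitochondrial rRNA, had a log2 fold change of 4.47 (SE 0.0518), with a DESeq2 adjusted p too small to represent. ADM2 (ENSG00000128165, chromosome 22, 50481543 to 50486440) rose from 39.8 ± 7.99 to 379 ± 30.5 normalised counts (3.25, SE 0.163, DESeq2 adjusted p 3.91e-86). The largest falls were in TXNIP, VAV3 and TCAF2. TXNIP (ENSG00000265972, chromosome 1, 145992435 to 145996579) fell from 177 ± 10.6 to 53.0 ± 12 (-1.75, SE 0.199, DESeq2 adjusted p 4.91e-17). At the high dose TXNIP was 136 ± 24.4 and was not a DEG (-0.39, SE 0.177, DESeq2 adjusted p 0.0585), and it was higher at the high than at the medium dose (1.36, SE 0.202, DESeq2 adjusted p 1.4e-10). TCAF2 (ENSG00000170379, chromosome 7, 143620952 to 143730410) fell from 257 ± 17.7 to 91 ± 3.76 (-1.50, SE 0.15, DESeq2 adjusted p 9.27e-22).

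At the low dose, the largest rises under those limits were in MT-RNR1 (log2 fold change 2.64, SE 0.0518), MT-RNR2 (1.70, SE 0.0464) and GDF15. MT-RNR2 (ENSG00000210082, chromosome M, 1671 to 3229) encodes the large mitochondrial rRNA. The 2 genes that fell were PTGS2 and CCL2. PTGS2 (ENSG00000073756, chromosome 1, 186671791 to 186680922) fell from 2023 ± 75.4 to 1284 ± 73.9 normalised counts (-0.65, SE 0.0576, DESeq2 adjusted p 1.99e-26). CCL2 (ENSG00000108691, chromosome 17, 34255274 to 34257208) fell from 478 ± 37.0 to 312 ± 51.1 (-0.61, SE 0.117, DESeq2 adjusted p 2.71e-05). CCL2 had no adjusted p, and so was not called, when any one of the 3 low dose libraries or vehicle replicate 3 was left out, with log2 fold changes from -0.74 to -0.51. PTGS2 was 2521 ± 149 at the high dose, above vehicle by a log2 fold change of 0.32 (SE 0.0552, DESeq2 adjusted p 4.42e-08), short of the fold threshold. The other low dose DEGs, named after their values were seen, were ADM2, MT-ND1, MT-ND2, CHAC1, NUPR1 and KCNG1. Of the 11 low dose DEGs, 8 were also called at both higher doses in the same direction, and the exceptions were MT-ND1, MT-ND2 and PTGS2. Without low dose replicate 1 or low dose replicate 2 the count fell to 6 genes, and without vehicle replicate 3 to 7.

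The share of counts on the mitochondrial rRNAs was 0.932% ± 0.0251 (SD, n = 3) with vehicle, 3.14% ± 0.164 at the low dose, 7.83% ± 0.199 at the medium dose and 5.93% ± 0.150 at the high dose. It was therefore highest at the medium dose. Counts on the mitochondrial mRNAs went the other way at the medium and high doses. They were 4.21% ± 0.109 of counts with vehicle, 2.83% ± 0.0576 at the medium dose and 3.26% ± 0.0528 at the high dose. At the low dose they were 3.82% ± 0.398. Low dose replicate 1, at 4.23%, lay within the vehicle range of 4.11% to 4.33%, so a fall at the low dose is not clear. RSEM shares reads that fit several genes, and nuclear copies of MT-RNR2 exist, so a small part of its counts is uncertain. Whether RNA was selected by its poly(A) tail is not stated, and such a step would bear on rRNA shares.

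**Figure D3:**
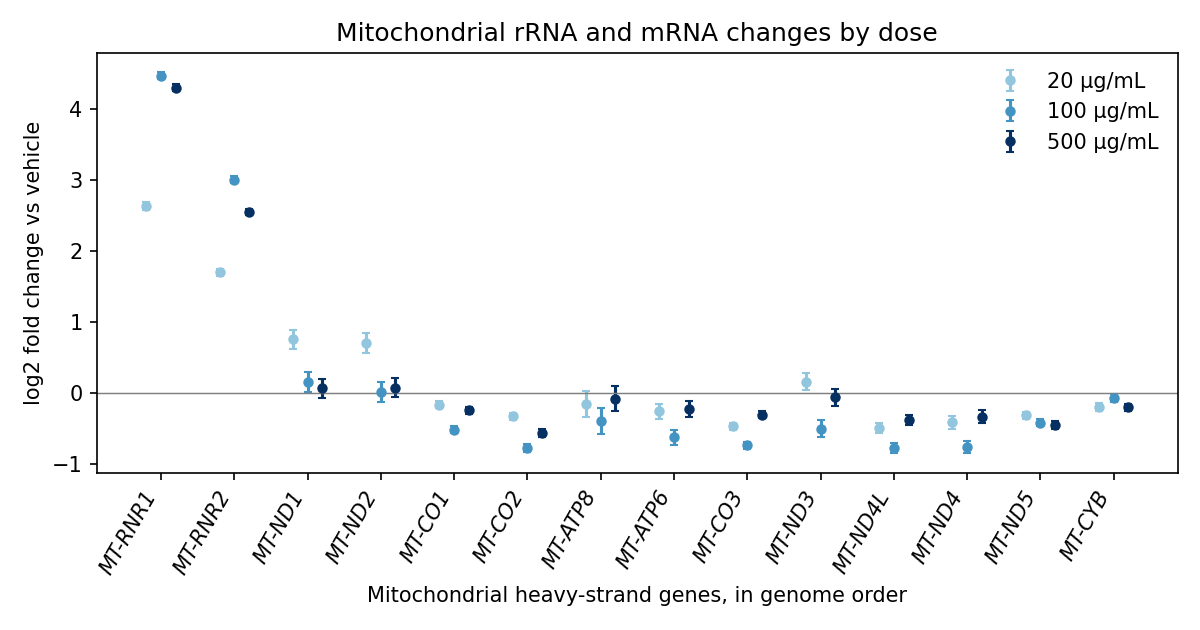
Log2 fold change against vehicle (vertical axis) of the mitochondrial rRNAs and heavy-strand mRNAs in genome order (horizontal axis). Points are DESeq2 estimates at 20, 100 and 500 µg/mL and bars are standard errors over 3 libraries per group; the 2 rRNAs rose at every dose, while MT-CO1 had log2 fold changes of -0.16, -0.52 and -0.25.

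The next question was whether the doses changed the same genes. Of the 537 medium dose DEGs, 495 (92.2%) were called at the high dose in the same direction. In simulations that drew the vehicle libraries too, the high dose had 3968 to 4102 DEGs, more than in the data. The simulated unchanged groups, which shared those drawn vehicle libraries, had at most 2 DEGs and shared at most 1. With so few DEGs they show that shared vehicle libraries alone gave few calls. They do not show how much overlap 537 DEGs would have without a common effect of dose. The edgeR test moved the shared count most, to 725 genes. Of those 495 genes, 477 (96.4%) changed more at the high dose. Among the high dose DEGs, 96.7% had the same sign at the medium dose and 77.3% at the low dose, against 57.8% to 60.7% for simulated unchanged groups. Pearson's r between the log2 fold changes at the medium and high doses was 0.770 across 15282 genes, which are not independent replicates. The simulated unchanged groups gave between 0.0912 and 0.309. When each dose was set against different vehicle libraries, r was 0.649, the alternative that moved it most.

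Among shared DEGs, 3 were larger at the medium than at the high dose by the direct test, and these were MT-RNR1, MT-RNR2 and ANKRD1, named after their values were seen.

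The study asked whether the extract acts on a brain system network. Of 1039 listed network nodes, 172 (16.6%) were DEGs at the high dose, 57 higher and 115 lower. Adjusted over the list alone, 170 nodes were DEGs. At the medium dose 27 nodes (2.60%) were DEGs, and at the low dose 1, MT-ND2. Because 520 nodes had mean normalised counts under 10, enrichment was tested among the 663 nodes with an adjusted p at the high dose. Of these 25.9% were DEGs, against 18% of 18790 other tested genes. The odds ratio was 1.60 (95% confidence interval 1.33 to 1.92, two-sided Fisher's exact p 6.11e-07). The alternative that moved it most was a background of genes with a mean normalised count of at least 100, where it was 1.82. Random lists matched on mean expression held 132 DEGs on average, with 95% of lists between 113 and 150, and 0.01% of them reached 172. Fisher's test treats genes as independent, which co-regulated genes are not. The random lists were matched on mean expression alone, and no list of genes from another tissue was tested. Whether this enrichment is particular to brain network genes was therefore not tested. Hubs were not hit more than other nodes: 22.2% of 135 tested hubs and 26.9% of 528 other tested nodes were DEGs (odds ratio 0.777, 95% confidence interval 0.478 to 1.24, two-sided Fisher's exact p 0.322). Among DEGs, 66.9% of nodes and 51.8% of other genes were lower (two-sided Fisher's exact p 0.000115), a comparison chosen after the values were seen.

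Of the proteins that the study singled out from docking, most had few or no reads here. CHRM1 (ENSG00000168539) had 0 counts in all 12 libraries, where up to 3 counts per library cannot be excluded. RPE65 had at most 6 counts in a library, CHRM4 at most 5, GRIN1 at most 4, and CACNA1B and CACNA1E at most 1, so no change was detectable in them at this depth. GRIK4 (ENSG00000149403, chromosome 11, 120511746 to 120988906) had 6 to 23 counts, and its log2 fold change at the high dose was -0.87 (SE 0.508, DESeq2 adjusted p 0.161). The edgeR quasi-likelihood test gave GRIK4 a log2 fold change of -0.86 with an edgeR adjusted p of 0.0422, and so called it, while the other alternatives gave adjusted p from 0.132 to 0.439 in DESeq2.

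Gene lists asked which responses the dosed cells shared. At the high dose, 6 of 14 lists were called by camera in limma. At the medium dose 8 lists were called, 4 higher and 4 lower, and at the low dose 6, with 2 higher and 4 lower. Under fry, all 6 high dose calls, all 8 medium dose calls and 5 of 6 low dose calls held, the exception being the interferon list. With the correlation estimated per list, 4 high dose calls held (ATF4, NRF2, NF-kB and cell cycle), 4 medium dose calls (ATF4, NRF2, cell cycle and cholesterol) and 3 low dose calls (ATF4, AhR and cholesterol). The alternative that moved a count most at the high dose was fry, with 12 lists.

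The list of ATF4 stress genes rose at every dose, with median log2 fold changes of 0.21, 0.98 and 1.60 from low to high (limma camera adjusted p 7.95e-25, 1e-44 and 4.66e-24). Of its 31 genes, 29 were DEGs at the high dose, all higher, and adjusted over the list alone the count was also 29. The largest changes in it were in ATF3 at the high dose and CHAC1 (ENSG00000128965) at the medium dose (2.87, SE 0.127, DESeq2 adjusted p 7.34e-111) and the low dose (0.69, SE 0.142, DESeq2 adjusted p 0.000121). The cell cycle list fell at every dose, with medians of -0.06, -0.27 and -0.75 (limma camera adjusted p 1.19e-06, 2.5e-23 and 4.73e-19). At the high dose 32 of its 48 genes were DEGs, all lower, the same count as adjusted over the list alone, and E2F2 (ENSG00000007968) changed most (-1.87, SE 0.207, DESeq2 adjusted p 1.39e-18). The low dose cell cycle call did not hold with the correlation estimated, where the limma adjusted p was 0.0799.

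The list of NF-kB inflammatory genes had a median that changed sign with dose. Its median log2 fold change was -0.07 at the low dose (limma camera adjusted p 0.0151), 0.32 at the medium dose (0.0228) and 1.46 at the high dose (2.19e-08), where 20 of 30 measured genes were DEGs and higher and 1 was lower; adjusted over the list alone, 21 were DEGs. Of these calls the high dose one held with the correlation estimated (limma adjusted p 0.00815) and the others did not (0.195 at the medium dose and 0.164 at the low dose). The low dose call was also lost without vehicle replicate 2 (limma camera adjusted p 0.0681). It held in every other fit that left out a library. Its member CSF2 was at or under 3 counts with vehicle, and with it at its bound the medians were 1.46, 0.32 and -0.06 from high to low. CXCL3 (ENSG00000163734) changed most at the high dose (5.22, SE 0.38, DESeq2 adjusted p 1.62e-41), and CXCL2 (ENSG00000081041) at the medium dose (2.37, SE 0.397, DESeq2 adjusted p 4.1e-08). CXCL2 also changed most at the low dose (0.73), where it was higher although the list was called lower. CXCL3 and CXCL2 resemble each other closely, so reads may be split between them.

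NRF2 targets rose at the high dose (median 0.33, limma camera adjusted p 3.97e-06) and at the medium dose (median 0.07, 0.00188), with HMOX1 (ENSG00000100292) the largest change (3.39, SE 0.0458, at the high dose). ERK feedback genes rose at the high dose (median 0.36, limma camera adjusted p 0.00489) and the medium dose (median 0.17, 0.0477), with IER3 (ENSG00000137331) the largest change (3.45, SE 0.218, DESeq2 adjusted p 2.82e-55). The medium dose ERK call was lost without vehicle replicate 2 (limma camera adjusted p 0.096) or medium dose replicate 3 (0.0649). It stayed under 0.05 in the other fits that left out a library. IER3 shares 38.9% of its exon bases with genes on the opposite strand, so part of its counts is uncertain too. TGF-beta targets fell at the high dose (median -0.32, limma camera adjusted p 4.3e-05), with ID2 (ENSG00000115738) the largest change (-2.42, SE 0.113, DESeq2 adjusted p 8.59e-101), and were not called at the medium dose (limma camera adjusted p 0.367). The ERK and TGF-beta calls did not hold with the correlation estimated. AhR targets, of which 4 of 7 were measured, fell at the low dose (median -0.28, limma camera adjusted p 6.65e-07) and medium dose (-0.56, 0.00809), and their high dose value was not called (-0.56, 0.199). Cholesterol biosynthesis genes fell at the low dose (median -0.07, limma camera adjusted p 2.82e-05) and medium dose (-0.23, 2.22e-07) and were not called at the high dose (0.13, 0.296). Hypoxia and glycolysis genes fell at the medium dose (median -0.14, limma camera adjusted p 0.0108). Fry called some of these lists where camera did not. At the high dose it called AhR targets lower (limma adjusted p 2.38e-08), cholesterol biosynthesis genes higher (2.08e-05) and hypoxia and glycolysis genes lower (0.0018). At the medium dose it called TGF-beta targets higher (0.00396), opposite to their fall at the high dose. The interferon list was called higher at the low dose (median 0.08, limma camera adjusted p 0.0477). That call was lost without vehicle replicate 1 (0.129), vehicle replicate 3 (0.13), low dose replicate 2 (0.481) or medium dose replicate 3 (0.0519). It held in the other fits that left out a library (0.0112 to 0.046). With a minimum mean count of 50 it was lost (0.0832), while fgsea kept it (fgsea adjusted p 0.0114). Fry called the list higher at the high dose (limma adjusted p 0.0249).

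The study's gene set analysis of these cells, on KEGG sets, described reduced inflammation with lower MAPK and TGF-beta signaling. Here camera called the NF-kB and ERK feedback lists higher and the TGF-beta list lower at the high dose. These lists are not the KEGG sets, so the 2 analyses are not like for like. The study also predicted activated long-term potentiation, and activated calcium signaling with low significance at high doses. The long-term potentiation list was not called at the high (median -0.03, limma camera adjusted p 0.956), medium (-0.01, 0.979) or low dose (0.00, 0.467). The calcium signaling list was not called either (high dose median -0.09, limma camera adjusted p 0.545; medium dose -0.01, 0.716; low dose 0.01, 0.716). At the high dose 19 of 61 measured calcium signaling genes were DEGs, 10 higher and 9 lower, and 19 adjusted over the list alone. Under fry the long-term potentiation list was called higher at the high dose (limma adjusted p 5.36e-05) and the medium dose (0.000291) and was not called at the low dose (0.0526). The calcium list was called by fry in opposite directions, lower at the high dose (limma adjusted p 0.0213) and higher at the medium dose (0.000488), and was not called at the low dose (0.185). The glutathione and TCA cycle lists were not called by camera at any dose, with high dose limma adjusted p of 0.8 and 0.52, and fry called the TCA cycle list higher at the medium dose (limma adjusted p 0.0138).

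**Figure D4:**
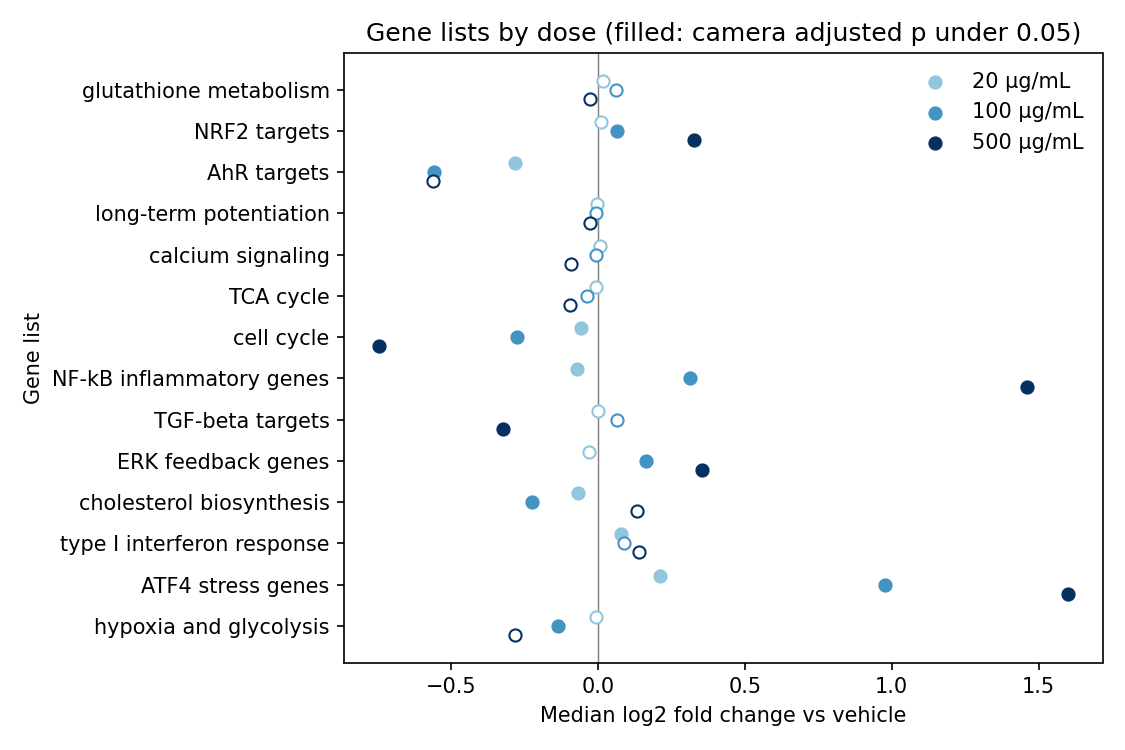
Median log2 fold change against vehicle (horizontal axis) of the 14 gene lists (vertical axis) at 20, 100 and 500 µg/mL. Each point is the median over the measured genes of a list, filled where the limma camera adjusted p was under 0.05; the ATF4 stress genes reached 1.60 and the cell cycle genes -0.75 at the high dose.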

Values the study reported

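The study reported 1388 transcripts higher and 1465 lower in SW1783 cells at the high dose. Its brain network held 1040 protein nodes, and 16.54% was given as the share of hits among them from SW1783 DEGs. With docked proteins and DEGs pooled, 26.19% of the brain network hubs were reported as hit, with a permutation p of 0.04705.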

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

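Independent filtering at 0.1, size factors without mitochondrial genes and the removal of GC content and length trends were chosen after seeing the data; the other settings were planned. The 13 results that answer a comparison had 172 values under the alternatives. Of these 144 stayed the same: odds ratios on the same side of 1 and of their threshold, counts within 1.5 times the reported count, and the share of BSN nodes and the correlation between doses within their 95% confidence intervals. The other 28 moved further, 19 of them counts and 9 of them correlations, whose interval over 15282 genes is narrow and treats genes as independent. No odds ratio changed its direction or its side of the threshold.

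The fold threshold moved the counts of genes most. With the adjusted p alone, DESeq2 called 9040 genes at the high dose, 4157 at the medium dose, 306 at the low dose and 6738 between the high and medium doses, against the reported 3546, 537, 11 and 1679. These larger counts follow from dropping the fold criterion. A Wald test against the fold threshold is stricter by construction and called 1484, 114, 2 and 480 genes. The edgeR quasi-likelihood test called 809 genes at the medium dose and 30 at the low dose, and gave a correlation between the doses of 0.789; the cause was not tested. All 11 low dose genes and 531 of the 537 medium dose genes were also called by edgeR in the same direction.

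The low dose count moved under more settings than the others. It was 6 when the vehicle and low dose groups alone were fitted, with fewer libraries behind the spread, and 6 with GC content and length trends removed; the cause of the latter was not tested. It ran from 6 to 13 genes across the 6 fits that each left out one replicate, with 6 genes without low dose replicate 1, 6 without low dose replicate 2 and 7 without vehicle replicate 3. Leaving out one replicate gave 3188 to 3367 genes at the high dose, 452 to 511 at the medium dose, 1459 to 1590 between those doses and 417 to 471 shared genes. Independent filtering at 0.1 gave 3547, 537, 9 and 1683 genes for the high, medium and low doses and for high against medium.

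The correlation between the medium and high dose changes was 0.837 over genes with a mean normalised count of at least 100, and the cause was not tested. It was 0.649 when the vehicle replicates were split between the doses, which removes the shared vehicle libraries and leaves fewer in each comparison. Across the 9 fits that each left out one replicate it ran from 0.710 to 0.784. The odds ratio of BSN nodes stayed between 1.57 and 1.82 and that of hubs between 0.777 and 0.917 under all alternatives run.

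The number of gene lists called depended on the set test. Fry called 12 lists at the high dose; it asks whether a list changed at all, not whether it changed more than other genes. Camera with an estimated correlation called 4 lists at the medium dose and 3 at the low dose, and fgsea called 5 at the medium dose; the cause was not tested. The 26 named gene results had 279 values with an adjusted p under alternatives, of which 278 kept their call or lack of one, and the exception was GRIK4, which edgeR alone called. Another 33 values had no adjusted p and are outside that count. Of the genes called in the reported fit these were GDF15 at the low dose when the vehicle and low dose groups alone were fitted (log2 fold change 0.95), and CCL2 at the low dose with GC content and length trends removed (-0.62), without vehicle replicate 3 (-0.56) and without low dose replicate 1 (-0.74), 2 (-0.60) or 3 (-0.51). In those fits neither gene was called, and -0.56 and -0.51 were also short of the fold threshold. The rest were of RPE65, CHRM4 and GRIN1, which had at most 6 counts in a library.

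With the replicate number as a replicate block, DESeq2 called 3297 genes at the high dose, 488 at the medium dose, 11 at the low dose and 1538 between the high and medium doses, and 8064 genes differed among the 4 groups. With the block 5 lists were called at the low dose in place of 6, since the interferon list had a limma camera adjusted p of 0.0503 in place of 0.0477; the high and medium dose lists stayed at 6 and 8. Whether equal numbers pair the libraries was checked through the correlation of their deviations from the group means over 12387 genes. It lay between -0.108 and 0.039 over the 9 pairs of a vehicle and a dosed library. Between dosed libraries it was positive in all 9 pairs, from 0.0608 to 0.23, and over 0.1 in all 3 pairs of the low and medium doses, which no test here compares directly. Of the 3 pairs of the medium and high doses 1 was over 0.1 (0.197). In none of the comparisons made were all pairs over 0.1, so the numbers were not taken to pair the libraries compared.

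Depth limits what can be said of the genes the study singled out from docking, most of which had at most 6 counts in a library. The low dose count leaves out genes removed by independent filtering. Genes with mean normalised counts under 263 had no DESeq2 adjusted p there, against 1.72 at the high dose. TXNIP, for example, had a low dose log2 fold change of -1.01 (SE 0.185) without an adjusted p. The median standard error of genes with a mean of at least 100 was 0.07 at all 3 doses. No count was made with the filtering turned off, so whether it lowers the low dose count was not tested. That count was 9 with filtering at 0.1 and 11 with a minimum of 10 counts in 3 libraries.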

Other observations

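Chosen after the result was seen were the tests of RNAs without a poly(A) tail, of the ratio within libraries, of nuclear copies, of gene order at the low dose, of the share of counts on mitochondrial RNA and of shared vehicle libraries.

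Mitochondrial rRNA rose at every dose and was highest at the medium dose. MT-RNR1 had log2 fold changes of 2.64, 4.47 and 4.30 from the low to the high dose, and MT-RNR2 of 1.70, 3.01 and 2.55, in libraries described as mRNA libraries. Scaling between libraries cannot change a ratio within a library, and the log2 ratio of MT-RNR2 to MT-CO1 rose by 3.53 from vehicle to the medium dose, with an SD of 0.01 among vehicle and 0.06 among medium dose libraries. Removing GC content and length trends left MT-RNR2 at 2.99 at the medium dose. Reads moving from nuclear copies could not have supplied the gain: the 4117 IDs not matched to the annotation, among which nuclear copies of MT-RNR2 would fall, together held vehicle counts equal to 2.54% of it. A candidate explanation that stays open is that the libraries differed in how much RNA without a long poly(A) tail entered them. Of 20 listed non-histone RNAs of that kind 2 had enough counts, RN7SL1 and RN7SL2, and their median log2 fold change at the medium dose was -1.16, opposite to the rRNA. With 2 genes, whose vehicle libraries varied widely, this explanation cannot be told apart from a change in the cells. The 8 measured histone genes had a median of -0.56, but histone mRNA also follows the cell cycle, whose genes fell. A biological change in mitochondrial rRNA or its polyadenylation remains a hypothesis.

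At the low dose, MT-ND1 and MT-ND2, which follow the rRNAs on the heavy strand, rose by log2 fold changes of 0.76 and 0.70, while most mRNAs farther along fell. Transcripts ending early after the promoter might give a fall with distance. Across the 12 heavy-strand mRNAs, which are not independent replicates, Spearman's rho between gene order and log2 fold change was -0.559 at the low dose (two-sided permutation p 0.0632, adjusted over 3 doses 0.19), -0.252 at the medium dose (permutation p 0.43, adjusted 0.43) and -0.441 at the high dose (permutation p 0.154, adjusted 0.231). All were negative and none passed the threshold, so early ending and an unordered change cannot be told apart with 12 genes. MT-ND1 and MT-ND2 also varied more between replicates than MT-CO1, with standard errors of 0.137 and 0.139 against 0.0478.

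The count of genes called at the high dose was not explained by mitochondrial RNA taking counts or by GC content and length trends. Mitochondrial genes held 5.14% ± 0.134 of counts with vehicle and 9.19% ± 0.169 at the high dose (SD, n = 3). Before any scaling, that lowers the share of all other genes by a log2 change of -0.063, against the 0.585 a DEG needed. Size factors without the mitochondrial genes moved almost nothing and tested nothing here. The count was 3528 with GC content and length trends removed, of which 3421 were called in the same direction in the reported 3546. Genes of the stress lists, picked after their values were seen, rose steeply with dose: DDIT3 (log2 fold changes of 0.30, 1.85 and 3.91 from low to high), TRIB3 (0.54, 2.84 and 4.31) and the chaperone HSPA5 (0.19, 0.85 and 1.84). DDIT3 shares 31.6% of its exon bases with genes on the opposite strand, so part of its counts is uncertain. The inflammatory genes IL6 (0.10, 0.95 and 3.48) and CXCL8 (-0.24, 0.93 and 4.42), picked the same way, rose mainly at the high dose, while PTGS2 fell at the low and medium doses. These values may suggest a stress response beginning below the dose at which inflammatory genes rise, but the difference between the lists across doses was not tested, and nothing here separates an effect of the extract from one of a contaminant in it.

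The counts were also set against other groupings of the same libraries. Each other split of 3 with 3 sets 2 libraries of one group and 1 of the other against the reverse, so it keeps part of the difference between the groups. It also puts the dose difference into the spread within each group, which can lower the number of calls. The other splits therefore do not show how many genes would be called without an effect of dose. For each comparison of 3 with 3 libraries, 1 of the 10 splits, the real one, gave as many genes: 3381 at the high dose against at most 2 in other splits, 483 at the medium dose against at most 4, 6 at the low dose against at most 3 and 1561 between the high and medium doses against at most 1, each fitted on the 6 libraries alone. The called BSN nodes also reached the real 166 in 1 of 10 splits, with 0 in the others. A share under 0.1 is not possible with 10 splits. Over all 12 libraries, 1 of 100 regroupings gave as many genes differing among the 4 groups, the real one with 9325. The highest of the others gave 8015 genes and their median was 1. Among 100 regroupings of the vehicle, medium and high dose libraries, 1 gave as many shared genes, the real one with 514 against at most 6. The regroupings of 12 and of 9 libraries also mix doses within groups, so the same limit holds for them.

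The correlation of the medium and high dose changes was not explained by the sharing of vehicle libraries alone. With different vehicle libraries for each dose r was 0.649, against 0.770 as reported. Simulated unchanged groups gave an r of at most 0.309. Their vehicle libraries were drawn too, so they do not show what the real vehicle libraries would give. In regroupings of the 9 libraries, fitted on those libraries alone, r was 0.789 in the real grouping, and 20 of 100 regroupings were as high, with a highest value of 0.869 and a median of 0.554 among the others. The other regroupings mix libraries of different doses within a group, so part of the dose difference can enter both changes and they do not show what r would be without an effect of dose.

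As many gene lists as the real 6 were called at the high dose in 5 of 10 splits, and at the medium and low doses in 1 of 10 splits, the real one. Camera ranks a list against other genes, so a split that keeps part of the dose difference can call the lists that the dose changes. The splits therefore do not say whether the number of lists called at the high dose is beyond chance.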
